A study of Mus musculus with 12 samples. Its data were reported in "Altered hypothalamic DNA methylation and stress-induced hyperactivity following early life stress" (2021).

How the data were processed

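Hypothalamic mRNA abundance was measured in 12 mouse pups, 6 controls and 6 exposed to modified maternal separation (MMS). In MMS the pups were taken from the dam for a period on each of several early postnatal days and were stimulated while apart. The tissue was collected directly after the last session. Male pups of a litter were divided between the groups, and the litter of each library is not given in the labels. As the study describes it the pups of a group came from separate litters, so littermates may lie in different groups. The tests treat pups as independent and do not account for that. Each pup gave 1 library made with a 3' mRNA kit, in which reads come from the end of the transcript next to the poly(A) tail. A gene therefore gives about the same number of reads per molecule whatever its length.

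The authors sequenced the libraries on an Ion Proton instrument and aligned the reads to the mouse genome build mm10 within the Torrent Suite software. They deposited a table of raw counts per gene, with 1 column per library, no normalization and no pooling of libraries. The counting tool, its treatment of strand and of reads with several matches, and the gene annotation are not given in the sources used here. The authors' own group comparison was run in the Galaxy and Degust platforms, and the model behind it is likewise not given in the sources used here. Reads shared between paralogs or overlapping genes can thus have been counted in either gene or dropped.

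The deposited count table held 43280 gene rows, of which 23550 had at least 1 count in some library. In 27 rows the gene symbol had been turned into a calendar date, as spreadsheet programs do, and 4 of these shared a name with another row. They were kept as separate unnamed rows and held 0.175% of all counts. Of the symbols, 91.1% were found in GENCODE release M21, an annotation of the same genome build, which gave the coordinates, gene types and transcript GC content printed here. Coordinates are 1-based. Library totals ran from 3218777 to 6560620 counts. Without molecular identifiers reads are not independent molecules, so limits derived from a count of 0 cover counting error only.

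Libraries were grouped by the sample titles, which give the group and a replicate number. In each group every pair of libraries was compared by a chi-square statistic over genes with at least 20 counts in the pair. Over the 30 pairs the statistic per degree of freedom lay between 4.04 and 31.5, above the value of about 1 that sampling noise alone gives, so all 12 libraries were counted as separate samples.

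Genes were tested with the quasi-likelihood test of edgeR 4.0.16 in R 4.3.3, with robust dispersion estimates, library scaling by the trimmed mean of M values (TMM), and the default count filter of edgeR (a minimum count of 10 and a minimum total of 15). P-values were two-sided and adjusted by the Benjamini-Hochberg method over the 13104 genes that passed the filter, with a threshold of 0.05. CPM values, counts relative to the scaled library total, were computed with the same scaling. Log2 values for the sample structure were made with a prior count of 2. Fold changes are MMS relative to control.

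Gene lists were tested with camera in limma 3.58.1 on voom values, with the preset inter-gene correlation of 0.01, two-sided, and adjusted over the lists with at least 3 tested genes. Camera with an estimated correlation and fry were run beside it. The 12 lists were written from general knowledge after the study and its supplementary gene list had been read, and before the count table was examined. They held immediate early genes, glucocorticoid-responsive genes, DNA methylation genes, hypothalamic neuropeptides, and markers of ependymal cilia, choroid plexus, pituitary, meninges and fibroblasts, telencephalon, thalamus, oligodendrocytes and red blood cells. Of the pituitary markers 0 passed the count filter, so 11 lists were tested. A list score is the mean over its genes of the log2 CPM scaled to a mean of 0 and an SD of 1 across the 12 libraries. Another 3 lists were written after the first results and before their own values were seen, except that 3 of the 9 arcuate and ventromedial markers were also in the neuropeptide list, which had been tested. The study's supplementary gene list came from these libraries, so neither these 3 lists nor the first 12 were written blind to their results.

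Group separation was measured as the share of the summed squared distances between libraries that lies between the groups, with an exact permutation test over the 924 ordered splits of the libraries into 6 and 6. Correlations of list scores with the first principal component used 100000 permutations. The rule for the genes named was fixed before the count table was examined. It took genes past the threshold, up to 10, and the 3 genes with the smallest p in each direction. It also took 12 candidate genes, most of them from the study, and sex-linked genes as a check of the animals. Of each list past the threshold it took the 3 members with the largest absolute change and a mean of at least 10 counts. Other genes named were chosen after their values were seen, and this is said where they appear.

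The alternatives fixed before the data were examined were other library scalings, no count filter, a filter on CPM (at least 1 CPM in at least 6 libraries and a mean of at least 10 counts, which kept 13211 genes and was thus no stricter than the default), limma-voom with and without sample quality weights or filter, DESeq2 1.42.0, the replicate number as a block, 1 surrogate variable from sva 3.50.0, other set tests, a prior count of 0.5, the 500 genes of largest variance, and leaving out each library in turn. Removal of the trend of each library over transcript GC content (lowess, span 0.5), the ependymal score as a covariate, the surrogate variable in the list test, and a filter that also asked for a mean of at least 50 counts (9390 genes) were added after the data had been seen. GC values were found for 95.7% of the tested genes.

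The gene test was tested on simulated data, with negative binomial counts drawn for the 13104 genes from their means, dispersions and library sizes. With 200 genes changed by 1 on the log2 scale, the test recovered 72.5% of them and 7.05% of its calls were false. With a change of 2 it recovered 99% and 2.94% of calls were false. With a change of 0.5, pooled over 10 simulated sets, it recovered 11.3% and 8.50% of 247 calls were false, above the nominal 5%. A first trial with a single set at this size failed the limit of 10% set for false calls, with 2 of its 16 calls false (12.5%). The 10 pooled sets replaced it with the limit kept, a choice made after that failure was seen, and the false share of the single sets ran from 0% to 14.8%. With no change simulated, 0 genes were called and 4.82% of genes had an unadjusted p under 0.05. Tables were read with pandas 2.3.3 in Python 3.11.15 and plots were drawn with matplotlib 3.10.9.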

Results

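To characterise the hypothalamic response to MMS, mRNA from the hypothalamus of 6 control and 6 MMS pups was sequenced from the 3' end. Total counts per library ranged from 3765759 to 6560620 in controls and from 3218777 to 5344080 in the MMS group. The mean was lower in the MMS group, which was within the spread between libraries (4175227 ± 955847 against 5022148 ± 1018574 counts, SD, n = 6 per group; exact permutation test, two-sided, p = 0.173). Between 17112 and 18685 genes had at least 1 count per library. The most abundant gene took 1.25% to 1.81% of the counts of a library, and mitochondrial transcripts took 4.02% to 5.38%. The 13104 genes tested held 99.6% of all counts, and their common biological coefficient of variation was 19.7%.

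The sex-linked genes were examined first as a check of the animals, which were male. Xist, transcribed from the inactive X chromosome of females (X:103460366-103483254, minus strand), had 3 counts over all 12 libraries. The Y-linked genes Ddx3y, Uty, Kdm5d and Eif2s3y had counts in every library, from 11 for Kdm5d up to 461 for Ddx3y. Their log2 fold changes between MMS and control were 0.17 for Ddx3y, -0.08 for Uty, 0.57 for Kdm5d and 0.34 for Eif2s3y, with adjusted p-values in edgeR of 0.543 to 0.919. Uty changed sign under some alternative fits, to 0.10 with 1 surrogate variable as a covariate.

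The first comparison asked which single genes differed between MMS and control pups. With edgeR, 0 of 13104 genes passed an FDR of 0.05, and the smallest adjusted p was 0.103. At an unadjusted p under 0.05 there were 1190 genes (9.08%), 613 higher and 577 lower in MMS. That number was 700 without MMS 2, 707 without MMS 4 and 1804 without MMS 5, and it was 690 with 1 surrogate variable and 497 with the ependymal score as a covariate. Other fits of the same table gave between 0 and 6 genes past the threshold. DESeq2, which moved the count most, gave 6, limma-voom gave 0, limma-voom without a count filter gave 1, and edgeR without a count filter gave 1. The groups did not overlap in 51 genes (0.389%), where chance gives 0.216%. The median log2 fold change over all genes was 0.0009.

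The gene with the smallest p was Nr4a3, which encodes an orphan nuclear receptor and lies at 4:48045153-48086447 on the plus strand. Its log2 fold change was 1.71 (SE 0.29; edgeR adjusted p = 0.103). It measured 5.07 ± 1.15 CPM in controls and 16.9 ± 8.29 CPM in MMS pups (SD, n = 6 per group), from 577 counts in all, and all 6 MMS libraries lay above all controls. Its edgeR adjusted p was 0.00407 without MMS 2 and 0.0124 without MMS 4, and it ranged from 0.00407 to 0.582 over the 12 edgeR fits that left out 1 library. Across the other settings it was past the threshold in 5 of 12. The next smallest p-values among higher genes were those of Klf9 (19:23141226-23168134, plus strand; log2 fold change 0.56, SE 0.12) and Nr4a1 (15:101254269-101274795, plus strand; 1.03, SE 0.22). For both, all 6 MMS libraries lay above all controls and the edgeR adjusted p was 0.340. DESeq2 placed both past the threshold, with adjusted p-values of 0.0357 and 0.0401.

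Among genes lower in MMS, the smallest p-values were those of Clic1 (17:35049966-35058749, plus strand), Bai1 (now Adgrb1, 15:74516195-74589465, plus strand) and Dio3 (12:110279068-110281097, plus strand). Clic1 had a log2 fold change of -1.26 (SE 0.26), Bai1 of -0.57 (SE 0.12) and Dio3 of -1.52 (SE 0.34). The edgeR adjusted p was 0.340 for Clic1 and Bai1 and 0.342 for Dio3. For Clic1 and Bai1, 5 of 6 MMS libraries lay below all controls, and for Dio3 all 6 did. Dio3 rested on 156 counts over all libraries, between 2 and 27 per library. DESeq2 placed Clic1 (adjusted p = 0.0357) and Bai1 (adjusted p = 0.0401) past the threshold, and Dio3 stayed short of it under all 12 alternative settings.

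The study followed up genes by the size of their change. Of the tested genes, 8 had an absolute log2 fold change over 1.5 in edgeR, 2 higher and 6 lower in MMS. At a limit of 0.5 there were 797, of which 330 were higher and 467 lower. The count at 1.5 depended on the filter on low counts most of all, and was 2041 when genes were kept with any count at all and 1 when a mean of at least 50 counts was also required. It was 3 without control 3, 4 without MMS 4 and 14 without MMS 1.

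The second comparison took genes that the study named or measured by qPCR, with Crh and Crhr1, which its main text does not name. Of 12 candidates, 11 passed the count filter. None was past the threshold over all genes, and 2 were past it when adjusted over the list alone, Nr4a3 (edgeR adjusted p = 8.68e-05) and Fos (edgeR adjusted p = 0.00239). The study chose both on these libraries, so the list adjustment is not independent evidence for them. Fos (12:85473890-85477273, plus strand) had a log2 fold change of 1.24 (SE 0.30; adjusted p over all genes 0.385, edgeR), and 4 of 6 MMS libraries lay above all controls, with 8 to 67 counts per library. The highest values of Fos were those of MMS 2 (13.4 CPM) and MMS 4 (11.9 CPM). With the surrogate variable as a covariate its log2 fold change was 0.88, with an adjusted p of 0.786 in edgeR, where the other settings gave 0.119 to 0.997.

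Per1 (11:69095217-69109960, plus strand) had a log2 fold change of 0.61 (SE 0.26; edgeR adjusted p = 0.543). Its values were 26.2 ± 2.89 CPM in controls and 40.2 ± 18.1 CPM in MMS pups (SD, n = 6 per group). The MMS values fell on both sides of the controls. They were 56.4, 37.2, 54.1 and 55.7 CPM in MMS 1, 3, 5 and 6, all above the highest control at 29.4 CPM. In MMS 2 and MMS 4 they were 15.8 and 21.8 CPM, both below the lowest control at 22.5 CPM. With 1 surrogate variable as a covariate the log2 fold change was 0.98 and the adjusted p was 0.000239 in edgeR, the only alternative setting of 13 that placed Per1 past the threshold, where the adjusted p ran up to 0.686.

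None of the remaining candidates passed the threshold. The log2 fold changes were 0.30 (SE 0.15) for Fkbp5, 0.28 (SE 0.40) for Crh, -0.46 (SE 0.53) for Pomc and -0.36 (SE 0.25) for Crhr1. For the receptors they were -0.09 (SE 0.15) for Nr3c1, the glucocorticoid receptor, and 0.08 (SE 0.37) for Nr3c2, the mineralocorticoid receptor. For the DNA methyltransferases they were -0.11 (SE 0.15) for Dnmt1 and 0.04 (SE 0.10) for Dnmt3a. The adjusted p-values of these 8 genes over the list alone ran from 0.155 to 0.829 in edgeR. The signs of Nr3c2, Pomc and Dnmt1 depended on the fit, and became -0.32, 0.0017 and 0.08 with the surrogate variable. Nr3c1 was -0.31 with it. On leaving out 1 library Crh ran from 0.07 to 0.54, Pomc from -0.84 to -0.22 and Nr3c1 from -0.17 to -0.01. Dnmt1 then ran from -0.22 to -0.0009 and Dnmt3a from 0.003 to 0.09.

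D630033O11Rik, a long intergenic noncoding RNA at 9:43243599-43280076 on the plus strand, had 0 counts in all 6 controls and 15 counts in MMS, between 1 and 5 in each MMS library. It did not pass the count filter. With a floor of 3 counts over the control group, its MMS level was 6.01-fold that floor. The counting error of the 15 MMS counts is left out, so this is not a lower bound. The groups differed in CPM (exact permutation test, two-sided, p = 0.00216). That is the smallest p this design allows, which any gene without overlap of the groups reaches, and the study chose the gene on these libraries, so the p is not independent evidence. Without the filter, its adjusted p was 0.0287 in limma-voom, where it was the only gene past the threshold, 0.252 in edgeR and 0.460 in DESeq2. The limma-voom call was lost on leaving out any 1 of the 12 libraries, with adjusted p-values of 0.0520 to 0.145.

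**Figure D1:**
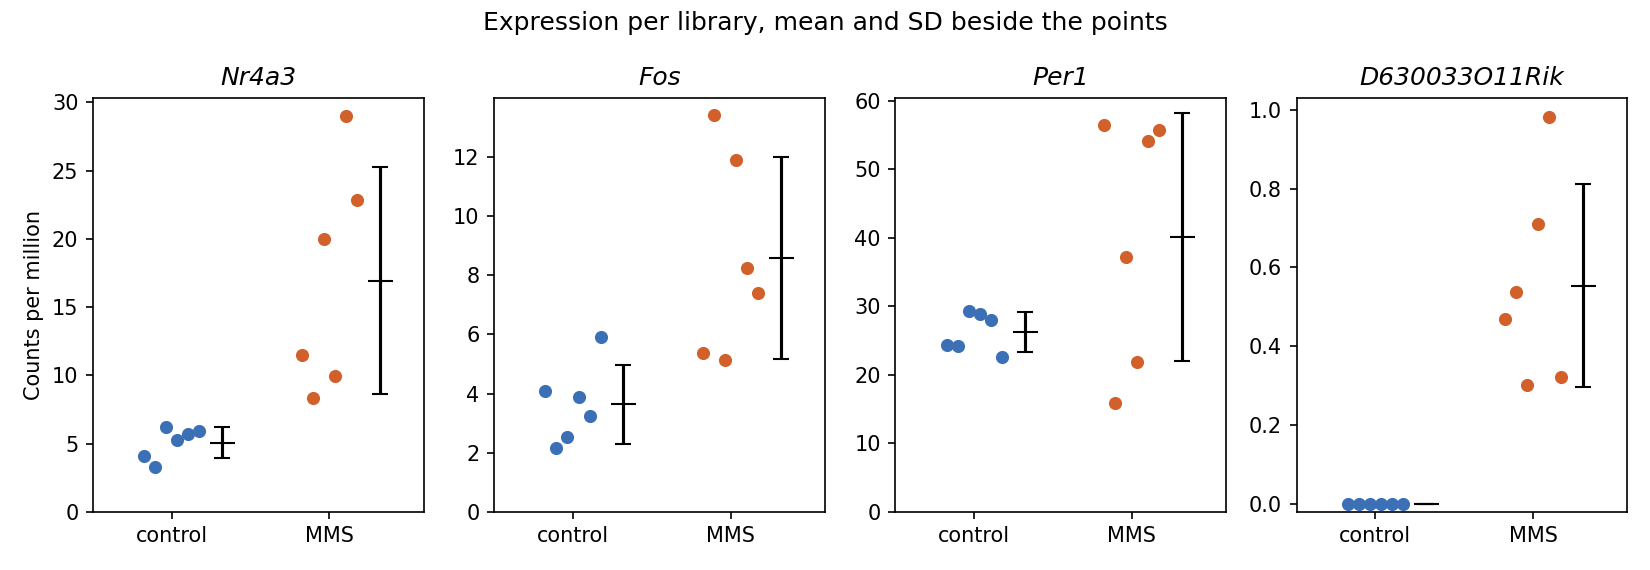
CPM in each library (points, in replicate order) for Nr4a3, Fos, Per1 and D630033O11Rik in the control (blue) and MMS (orange) groups, n = 6 each, with the mean and SD in black beside them; each panel has its own axis. All 6 MMS values of Nr4a3 lie above all controls, Per1 in MMS splits above and below the control range of 22.5 to 29.4, and D630033O11Rik is at 0 in all controls.

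The third comparison asked whether sets of genes moved together. Of 11 lists, 4 were past 0.05 after adjustment in camera. Glucocorticoid-responsive genes were higher in MMS, with 11 of the 12 tested genes higher (19 were listed), a median log2 fold change of 0.43 and an adjusted p of 4.63e-07. Its call held with an estimated correlation (adjusted p = 0.0160) and in fry (adjusted p = 0.00450), and it was the only list of the 4 for which that was so. It stayed past the threshold in all 9 other settings and in all 12 fits that left out 1 library, with medians of 0.31 to 0.49 in the latter. Its 3 named members were Ddit4 (10:59949669-59951834, minus strand; log2 fold change 0.97, SE 0.36), Errfi1 (4:150853919-150868892, plus strand; 0.72, SE 0.23) and Per1. Each alone had an adjusted p of 0.543 in edgeR. Ddit4 measured 156 CPM in MMS 2 and 139 CPM in MMS 4, while the other MMS libraries (39.8 to 59.0 CPM) lay near the controls (30.0 to 51.4 CPM), and its log2 fold change was 0.21 with the surrogate variable. Per1 and Fkbp5 of this list were also among the candidates.

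Ependymal cilia markers were lower in MMS, with 0 of 15 genes higher and an adjusted p in limma camera of 4.63e-07. The median was -1.09 in voom values and -0.64 in edgeR. The adjusted p was 0.453 with an estimated correlation, which was 0.69 between these genes, and 0.374 in fry. The named members were Hydin (8:110266977-110610253, plus strand; log2 fold change -1.23, SE 0.45), Ak7 (12:105705976-105782447, plus strand; -0.86, SE 0.49) and Ccdc153 (9:44240676-44247306, plus strand; -0.79, SE 0.61). Leaving out MMS 2 or MMS 4 kept the sign, with a median of -0.59 without MMS 2, and the medians over the fits without 1 library ran from -1.40 to -0.59. Red blood cell markers (5 genes, median -0.45, adjusted p in limma camera = 0.00332) and meningeal and fibroblast markers (8 genes, median -0.53, adjusted p in limma camera = 0.00667) were lower as well. Their medians in edgeR were -0.36 and -0.26, closer to 0 than these voom values. For these the adjusted p with an estimated correlation was 0.453 and 0.556. The call of the meningeal list was lost without control 3 (median -0.38, adjusted p in limma camera 0.0799), MMS 5 (-0.30, 0.240) or MMS 6 (-0.43, 0.0592), and its median was -0.82 without MMS 1. That of the red blood cell list was lost without MMS 5 (-0.37, adjusted p in limma camera 0.0787), and its median was -0.28 without MMS 4. The named red blood cell markers were Hbb-bt, Alas2 and Hba-a2, with log2 fold changes of -0.51 (SE 0.18), -0.47 (SE 0.27) and -0.36 (SE 0.31). Without 1 library, Alas2 ran from -0.64 (MMS 3 left out) to -0.30 (MMS 4 left out) and Hba-a2 from -0.60 to -0.23 on leaving out the same libraries. The named meningeal markers were Col3a1, Dcn and Col1a1, with -0.66 (SE 0.31), -0.47 (SE 0.39) and -0.37 (SE 0.37). Without MMS 1 they were -0.96, -0.74 and -0.71. Without control 3 they were -0.42, -0.24 and -0.23, and Col1a1 was -0.17 without MMS 5 and Dcn -0.30 without MMS 6. The edgeR adjusted p-values of the 9 named members of these 3 lower lists were 0.543 to 0.755. Alas2 overlaps Apex2 on the opposite strand, and the hemoglobin genes have near-identical copies, so their counts are uncertain.

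Immediate early genes were short of the threshold, with 10 of 18 genes higher, a median log2 fold change of 0.06, a mean of 0.26 and an adjusted p in limma camera of 0.0507. The median was 0.12 in edgeR. Of this list 2 genes, Nr4a3 and Fos, were also among the candidates and were chosen by the study on these libraries. Calls of this list are therefore not independent of that choice. Among 9 other settings this list was past the threshold in 5, among them those with adjusted p-values in limma camera of 0.000137 with quality weights, 0.0250 with GC trends removed, 2.93e-08 with the ependymal score and 2.12e-09 with the surrogate variable. With an estimated correlation it was 0.556. The list was also past the threshold without control 5 (median 0.09, adjusted p in limma camera 0.0242), MMS 2 (0.15, 0.000945) or MMS 4 (0.24, 0.000694). DNA methylation genes (11 genes, median 0.03, adjusted p in limma camera = 0.525) did not differ. Hypothalamic neuropeptides had a median of 0.03 in voom values, -0.02 in edgeR and a mean of -0.07, with an adjusted p in limma camera of 0.674. This list was past the threshold and higher in MMS with the surrogate variable (median 0.20, adjusted p in limma camera 0.00314) and with the ependymal score as a covariate (median 0.28, 0.00559), and its adjusted p ran up to 0.873 over the other settings. The adjusted p in limma camera was 0.674 for choroid plexus markers (6 genes, median -0.07), 0.674 for telencephalic markers (6 genes, median -0.49), 0.291 for thalamic markers (7 genes, median 0.16 in voom values and 0.07 in edgeR) and 0.270 for oligodendrocyte markers (9 genes, median 0.09). Thalamic markers were past the threshold with the ependymal score (median 0.19, adjusted p in limma camera 0.00766) and with the surrogate variable (median 0.16, 0.0226), against up to 0.620 in the other settings. Oligodendrocyte markers were past it without control 5 (median 0.15, 0.0493).

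**Figure D2:**
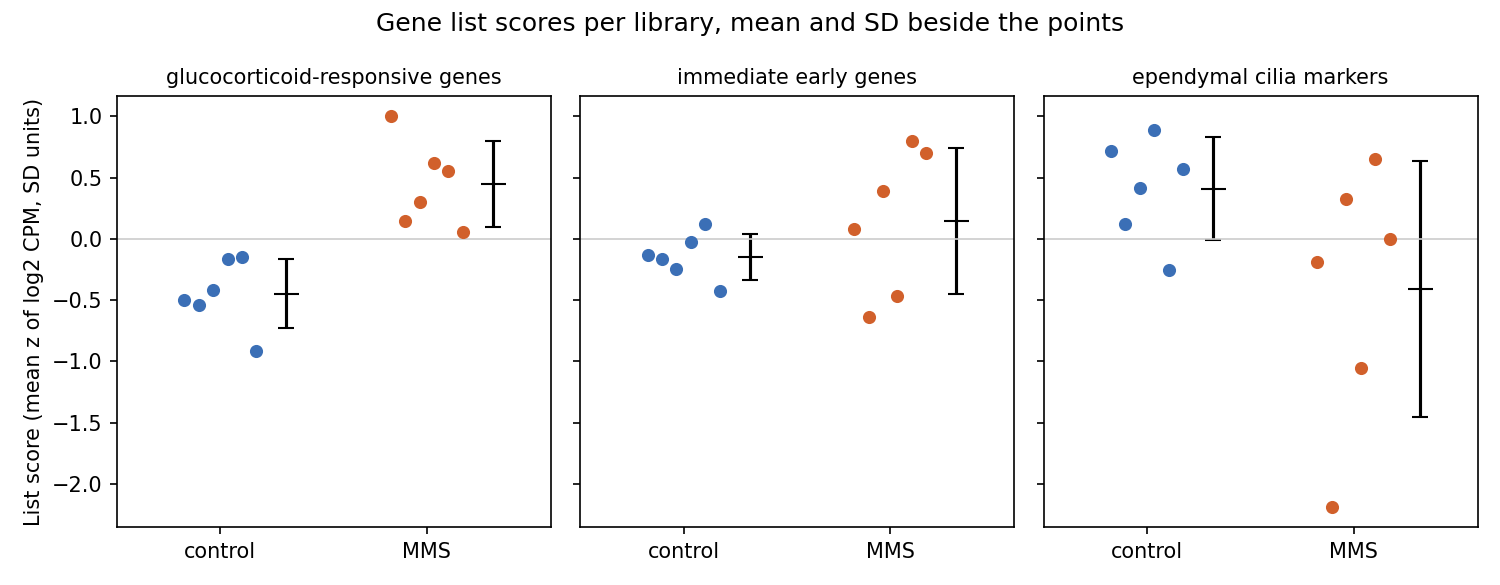
List scores in each library (points, in replicate order; mean over genes of log2 CPM scaled across the 12 libraries, in SD units) for glucocorticoid-responsive genes, immediate early genes and ependymal cilia markers in control (blue) and MMS (orange) pups, n = 6 each, with mean and SD in black. All 6 MMS scores of the glucocorticoid-responsive list lie above all control scores, and the ependymal scores of MMS 2 (-2.19) and MMS 4 (-1.05) lie below all others.

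The last comparison asked whether the libraries separated by group. The groups accounted for 12.5% of the summed squared distance between libraries, which was within the range of other splits (exact permutation test, p = 0.0887). The first principal component held 30.4% of the variance and the second 10.9%. On component 1, MMS 2 (57.8) and MMS 4 (46.3) stood apart from the other 10 libraries, which lay between -14.4 and -3.04. The share of component 1 was 19.1% without the count filter. The separation by group was past 0.05 when MMS 1 (15.0%, exact permutation p = 0.0390), MMS 5 (15.6%, exact permutation p = 0.0152) or MMS 6 (14.9%, exact permutation p = 0.0476) was left out. Because the libraries fell into separate clusters, list scores were correlated with component 1 only within the other 10 libraries. None of the 11 lists was past 0.05 after adjustment. The largest absolute r was that of the ependymal list, at -0.64 (permutation p = 0.0467, adjusted 0.271), with rho = -0.70 (permutation p = 0.0308, adjusted 0.339). DNA methylation genes came close, with r = 0.64 (permutation p = 0.0494, adjusted 0.271). Without the 2 libraries farthest from the median score of the list, r was -0.50 and 0.60 for these lists. For choroid plexus markers r went from 0.02 to 0.95, so the order of the lists depended on such libraries.

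**Figure D3:**
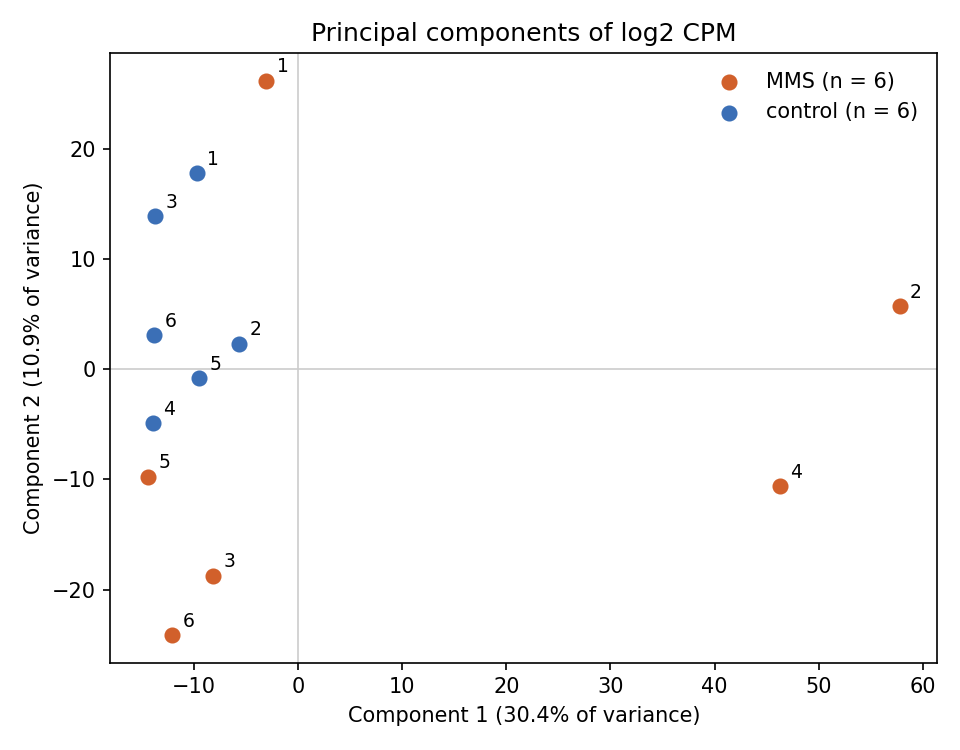
Principal components 1 (30.4% of variance) and 2 (10.9%) of log2 CPM over the tested genes, 1 point per library, control in blue and MMS in orange (n = 6 each), numbered by replicate. MMS 2 and MMS 4 lie at 57.8 and 46.3 on component 1, and the other 10 libraries lie between -14.4 and -3.04.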

Values the study reported

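The study gave an average of 7,822,219 reads per sample for the 3' mRNA libraries. In pups of the same age it reported no effect of MMS on plasma corticosterone (p = 0.99). In the sequencing it named 1 gene, D630033O11Rik, as differentially expressed at an FDR below 0.05. The study selected the sequenced samples at random within each group, so its qPCR may include the same pups. In that qPCR it described NR4A3 and Per1 as increased. By qPCR on hypothalamus at the same age it reported higher FOS in MMS (t-statistic of − 6.37, with p printed as > 0.001) and p = 0.004 for NR4A3, p = 0.009 for Per1, p = 0.03 for DNMT1 (not past its corrected threshold), p = 0.21 for DNMT3a, p = 0.36 for the glucocorticoid receptor and p = 0.77 for the mineralocorticoid receptor.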

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

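The depth tests and the test for choroid plexus tissue were chosen after the results were seen. The count of neuropeptides was set before its value was known.

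Of 56 sets of 6 values (depth measures, components, list scores and candidate genes in each group), 2 held a library far from the rest by Dixon's criterion, where chance gives about 2.8. Neither flag therefore stands out from chance by number.

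The choroid plexus score of control 3 lay far above the other controls, its gap to the nearest being 0.754 of the control range against a limit of 0.625. The score was 1.99 in control 3 and 0.0027 in the nearest control. Its total of 5889740 counts lay inside the range of the other libraries, which argues against depth as the reason. Of the 6 choroid plexus markers with at least 20 counts that were not part of the score, 5 had their highest CPM of all libraries in control 3, where chance gives 0.5. Ttr, the most abundant choroid plexus transcript and chosen after its values were seen, measured 1735 CPM in control 3 and at most 35.5 CPM elsewhere. Choroid plexus attached to the dissected tissue of control 3 may account for this. The Ttr log2 fold change of -6.58 rests on that library, and without control 3 the number of genes with an absolute log2 fold change over 1.5 fell from 8 to 3. The design names no biological difference within the control group, so no biological explanation was tested.

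The neuropeptide score of control 6 lay above the other controls by 0.746 of the control range. It was 0.799 in control 6 and -0.05 in the nearest control. Its total of 4779047 counts also lay inside that range. Of 18 neuropeptides tested, 9 had their highest control CPM in control 6. These are the genes of the score that singled out the library, so the count restates the score, and a broad shift and a change in some peptides cannot be told apart by it. The peptides with their highest control value there included Avp, Oxt, Crh and Trh, named after their values were seen. Within the control group no biological explanation was tested.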

How the results depend on the processing

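The removal of GC trends, the filter on 50 counts, the ependymal score as a covariate and the surrogate variable in the list tests were chosen after the data were seen. The other settings and the fits that left out 1 library were fixed before.

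The number of genes past an FDR of 0.05 was 0 in edgeR with TMM, other scalings, the filter on CPM (13211 genes against 13104), a mean of at least 50 counts (9390 genes) or GC trends removed, and in limma-voom with and without quality weights. The filter on 50 counts removed Nr4a3, Fos, Clic1 and Dio3 from the test. The number past the threshold was 1 in edgeR without a count filter (Nr4a3), 1 in limma-voom without a filter (D630033O11Rik), 6 in DESeq2, 4 with 1 surrogate variable and 3 with the ependymal score as a covariate. Nr4a3 was among the calls of each of these except limma-voom. The 6 of DESeq2 were Nr4a3, Clic1, Klf9, Nr4a1, Bai1 and Fam107a. The surrogate variable gave Nr4a3, Fosl2, Per1 and Fam107a, and the ependymal score gave Nr4a3, Fosl2 and Fam107a. Fosl2 and Fam107a were named after their values were seen. Leaving out 1 library gave 0 to 1, with Nr4a3 called without MMS 2 and without MMS 4. The cause was not tested.

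The number of genes with an absolute log2 fold change over 1.5 was 2041 in edgeR without a filter, 198 in limma-voom without a filter, 1256 in DESeq2, 20 in limma-voom and 1 with a mean of at least 50 counts (Ttr, named after its values were seen). The first 3 kept genes with very few counts, whose fold changes are poorly bounded. For limma-voom the cause was not tested. Higher genes were 2 of 8 in edgeR with TMM, 945 of 2041 in edgeR without a filter, 3 of 20 in limma-voom, 102 of 198 in limma-voom without a filter and 689 of 1256 in DESeq2. Leaving out 1 library gave 3 to 14, with 3 without control 3, 4 without MMS 4 and 14 without MMS 1.

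The replicate numbers were checked as a pairing. Deviations of same-numbered libraries from their group means correlated at -0.05 to 0.12, with 2 of 6 pairs over 0.1, short of the rule that every pair be over 0.1, so they were not treated as pairs. Litters were not given, and pairing by litter was not tested. With the number as a block, edgeR gave 1 gene past the threshold (Nr4a3, adjusted p = 0.0177), the immediate early list had a median of 0.12 (adjusted p in limma camera 0.00941), and the neuropeptide median was -0.0012. The group separation stayed short of the threshold.

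The immediate early list passed the threshold in camera in other settings too, with medians of 0.20 with quality weights, 0.082 with GC trends removed, 0.30 with the ependymal score and 0.35 with the surrogate variable. Over the fits without 1 library its median was 0.011 to 0.24, past the threshold without control 5, MMS 2 or MMS 4. The ependymal list was no longer past it with an estimated correlation or fry (both -1.09, the same values under another test) or with the surrogate variable (-0.050). Neuropeptides and thalamic markers were past it with the surrogate variable (0.20 and 0.16) and the ependymal score (0.28 and 0.19), and oligodendrocyte markers without control 5 (0.15). The call was lost for meningeal markers without control 3, MMS 5 or MMS 6, for red blood cell markers without MMS 5, and for both with an estimated correlation or fry. The glucocorticoid-responsive list kept its direction and call throughout. Group separation was 10.9% to 15.6% without 1 library, past the threshold without MMS 1, 5 or 6, and the share of component 1 was 19.1% without a filter. The causes were not tested.

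Some signs changed. With the surrogate variable Dnmt1 was 0.082, Nr3c2 -0.32, Pomc 0.0017 (against -0.46 in edgeR without it) and Uty 0.10. With the ependymal score Dnmt1 was 0.050, Nr3c2 -0.28, Uty 0.063 and Ccdc153 0.067 (against -0.79), the last of which belongs to the score itself. With quality weights Nr3c2 was -0.19, Uty 0.0023 and the DNA methylation list -0.00020. Leaving out 1 library gave -0.089 to 0.23 for Nr3c2, -0.31 to 0.031 for Uty, -0.0098 to 0.063 for the DNA methylation list, -0.032 to 0.24 for the neuropeptide list and -0.19 to 0.12 for the choroid plexus list. The causes were not tested.

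In simulated counts of the same depth and number of libraries 11.3% of changes of 0.5 on the log2 scale were recovered, against 72.5% of changes of 1. Depth and the number of libraries were not varied, so their shares in that limit are not known.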

Other observations

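Chosen after the results were seen were the tests of depth, GC content, ventricular lining, arcuate tissue and sample exchange for MMS 2 and MMS 4. So were the edgeR test of D630033O11Rik, the surrogate variable for Nr4a3 and Fos, the simulation of changes of 1, and the splits for large changes, meningeal and red blood cell markers. The permutation tests of list scores were also added then. The other tests were set out before their values were known. Each count of splits given here includes the real one.

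MMS 2 and MMS 4 stood apart from the other 10 libraries on component 1, with a gap of 0.683 of the range. The totals of both, 2 of 2, lay inside the range of the other libraries, which argues against depth as the reason. The gap stayed at 0.683 without the 50 most abundant genes and at 0.678 with GC trends removed. An exchange with control samples could not be tested on component 1. MMS 1, 3, 5 and 6 (-14.4 to -3.04) overlapped the controls (-14.0 to -5.68) there, so an MMS library labelled as control need not stand out. That 0 control libraries lay towards the pair therefore decides nothing. For a rostrocaudal shift of the dissection, striatal and basal forebrain markers should be raised in both. They measured 0.41 in MMS 2 and -0.048 in MMS 4 (log2 against the control mean). The other 10 libraries had a median of 0.019 and an SD of 0.272, and MMS 3 among them, at 0.517, lay above MMS 2. The value of MMS 4 lay within that SD of the median, so the predicted rise in both was not found. That argues against a shift that raises these markers in both libraries. A shift in MMS 2 alone remains open, though its value was not the highest. A shift that would not raise these markers was not tested. Also open are less ventricular lining, with ependymal medians of -3.21 and -1.68 against -0.73 or more elsewhere, and less arcuate and ventromedial tissue, with medians of -1.54 and -1.32 against -0.64 or more elsewhere. Of the 6 arcuate and ventromedial markers tested, 2 were also in the neuropeptide list, and over the other 4 the medians were -1.54 and -2.02 against -0.55 or more elsewhere. A difference in RNA quality or library preparation also remains open. Over 206 subunits of 9 ubiquitous complexes, such as the proteasome and the ribosome, the SD of log2 deviations within a complex was 0.362 in MMS 2 and 0.340 in MMS 4, against 0.135 to 0.200 in the other libraries. Subunits of one complex are usually made in proportion in any tissue, so tissue composition alone may not account for that scatter. Between the groups the arcuate list had a median log2 fold change of -0.54 over 6 genes (exact permutation test of scores, p = 0.474) and the striatal list one of 0.16 over 6 genes (exact permutation test, p = 0.790). An effect of MMS in these pups alone was not tested.

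The absence of calls was set against splits of the libraries. Of 100 splits drawn from 462, the real one and 11 others gave at least its 1190 genes at an unadjusted p under 0.05 (12 in all), so chance cannot be excluded for that number. It was 700 without MMS 2, 707 without MMS 4 and 1804 without MMS 5. Splits that kept MMS 2 and MMS 4 together (47) gave a median of 996 such genes and splits that parted them (53) a median of 247. For the 8 genes with an absolute log2 fold change over 1.5, 17 of 100 splits gave as many. Of simulated changes of 0.5 on the log2 scale 11.3% were called, so too few counts or samples may account for missed changes of that size. Of simulated changes of 1, 72.5% were called. Simulated counts do not settle this for the real ones, so a lack of power and a lack of such changes cannot be told apart there.

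D630033O11Rik was past the threshold in limma-voom without a filter only. A method effect at counts near 0 is a candidate explanation, since edgeR on the same unfiltered counts gave an adjusted p of 0.252 and DESeq2 gave 0.460. Of the 100 splits, 16 gave at least 1 gene past the threshold in this fit, 15 of them other than the real one. Krt81, named after its values were seen, had the same pattern with 13 counts in MMS and 0 in controls, and Fbxw10 had the reverse with 13 counts in controls. Over the ordered splits 12.9% gave as many genes with such a pattern, so chance cannot be excluded. Annotated genes overlapping the locus numbered 0, which argues against reads of an overlapping gene. Reads from adjacent genes were not examined. An effect of MMS on this transcript stays open and needs deeper counts.

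The glucocorticoid-responsive genes were higher in MMS, and 3 of 100 splits had a camera p as small, the real one and 2 others whose p was smaller. That share is under 0.05 for this list taken alone and was not adjusted over the 11 lists, so by itself it does not exclude chance. Since other splits gave a smaller p, the camera p of this list is too small to be read at face value. The call remained with the surrogate variable (adjusted p = 1.72e-11) and with GC trends removed (adjusted p = 1.85e-07), against the spread of MMS 2 and MMS 4 or GC bias as the whole reason. Over its alternatives the adjusted p ran from 1.72e-11 to 0.0160. The score was above all controls in 6 of 6 MMS libraries (exact permutation p = 0.00216, the smallest possible, adjusted over 11 lists 0.0238). A hypothesis drawn from this was that a wider set of glucocorticoid targets would be higher too. A second list of 20 genes, 16 of them tested and none in any other list, had a median log2 fold change of 0.19 with 10 genes higher (camera p = 0.00849, estimated correlation 0.0339, fry 0.0299). Its score was above all controls in 4 of 6 MMS libraries (exact permutation p = 0.0238). A mild glucocorticoid-type response at the time of sampling may account for both lists, as a hypothesis. Many of these genes respond to other signals as well, and no hormone level was analysed here. The absence of an effect on plasma corticosterone, quoted from the study above, does not go with a raised hormone level as the reason. In its own analysis of genes with large changes the study found no enrichment of glucocorticoid binding elements. From that it proposes a limited role for transcription driven by glucocorticoids, which goes against this hypothesis.

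Ependymal cilia markers were lower in MMS, and 20 of 100 splits gave a camera p as small, so chance cannot be excluded. The median of the list medians of MMS 1, 3, 5 and 6 was -0.057, inside the control range of -0.73 to 0.41, so MMS 2 and MMS 4 alone may account for the difference. For meningeal and fibroblast markers 33 of 100 splits gave a camera p as small, and for red blood cell markers 18 did. Chance cannot be excluded for either.

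Nr4a3 was higher in MMS, and its log2 fold change was 1.86 without MMS 2 and 1.84 without MMS 4. That argues against the spread of these libraries as the reason. With the surrogate variable, which was not compared with that spread, the log2 fold change of Nr4a3 was 2.06. Fos was highest in these 2 libraries, and its log2 fold change fell from 1.24 to 0.88 with the surrogate variable, so for Fos that spread and an effect of MMS cannot be told apart in these libraries. The qPCR of FOS quoted from the study above was not analysed here. For the immediate early list 33 of 100 splits gave a camera p as small, so chance cannot be excluded for the list. A response of these genes to the handling of pups just before sampling was not tested apart from MMS.

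Lrrc17 had 726302 counts, 1.32% of the table, and was the most abundant gene in 8 of 12 libraries, chosen after its values were seen. It lay between 12132 and 18428 CPM in 9 libraries and at 4058, 5910 and 3411 CPM in MMS 2, MMS 3 and MMS 4. Fbxl13, which overlaps it on the opposite strand, had 9 counts. That decides nothing, because reads of Fbxl13 counted as Lrrc17 would leave Fbxl13 low as well, and how strand was treated is not given. Misassigned reads and priming inside the transcript remain open, and could not be tested on counts. No biological explanation was tested.

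The mean total per library was 4598688 counts. That is lower than the read number quoted from the study above, which is a different measure because reads without a gene are not counted. The edgeR test called 0 genes at an FDR of 0.05. That is lower than the number quoted from the study above. Limma-voom without a filter called 1 gene, D630033O11Rik, which is the gene named there, and the model behind that call is not given in the sources used here.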
